A study of Mus musculus with 18 samples.

How the data were processed

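RNA was measured in hepatocytes isolated from the pericentral or the periportal side of the liver lobule by perfusion with digitonin, a detergent that opens the cells of 1 zone so that the other zone can be collected. The mice were C57BL/6J males aged 12 weeks. Per the labels, total RNA was extracted with a column kit combined with TRIzol, and libraries were made with the NEBNext Ultra RNA kit. Whether the 2 zones of a given replicate number came from the same mouse or the same day is not stated.

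The authors deposited 1 table of estimated counts per gene, with a column for each of the 18 libraries. No label or header names the aligner, the counter, the genome build, the annotation or the use of strand. The values were at least 0, summed to different totals in each library, and 67.5% to 70.5% of them (41.9% to 46.1% of those above 0) were whole within a tolerance of 1e-09. They were therefore treated as unnormalised estimated counts in which reads had been shared out among genes. They were rounded to units of 1 before testing. Each column name was equal to the description label of 1 library, and 0 columns were left without a sample. Because the build is not stated, no coordinates are given. Genes that share reads with near-identical copies (Mup19, Cyp2a5, Mt1 and Mt2 among those named) are uncertain in level, and overlapping and antisense genes could not be separated by strand.

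The table held 28030 Ensembl mouse gene identifiers, of which 27566 were paired with a symbol from a table of gene names and 464 were not. Of these genes, 20443 had estimated counts adding up to at least 1, and 12477 passed the filterByExpr filter of edgeR on the 6 groups and were tested. The genes tested held at least 99.95% of the counts of each library. Total counts ranged from 1.84e+07 to 2.64e+07 per library. Each group held 3 libraries, and this number limits the precision of every comparison. Replicates were compared for libraries deposited more than once. None were found, since the chi-square statistic of the counts per gene lay between 35.9 and 122 for every pair of replicates.

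Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (robust fit, TMM normalisation) in R 4.3.3. A single fit held all 18 libraries, with 1 coefficient for each of the 6 groups and no covariates. From it, 13 contrasts were taken: periportal against pericentral in each of the 3 feeding states and averaged over them, each pair of feeding states within each zone, and the zone difference in each change between states. The zone difference is the change in periportal hepatocytes minus the change in pericentral hepatocytes. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM, the counts scaled to the same total in each library, were computed with the TMM factors, and means are given with the standard deviation (SD) of 3 libraries.

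Gene lists were fixed before the data were examined. They covered gluconeogenesis, glycolysis and lipogenesis, fatty acid oxidation and ketogenesis, pericentral markers and periportal markers, and were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. The 37 pairs of list and contrast were adjusted together. The fry test and camera with an estimated correlation were the alternatives. Lists of clock genes, of immediate early and heat shock genes, and of markers of sinusoidal endothelial cells, Kupffer cells and leukocytes, stellate cells and fibroblasts, and cholangiocytes were described without a set test. No gene was in more than 1 list. The pericentral marker Rhbg was not among the genes tested and is not analysed here.

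The genes named were also fixed by a rule set before the data were examined. Always named were Pck1, G6pc, Fbp1 and Pcx, 4 zone markers per zone that check the labels, and members of the lists. Beyond these, the rule took the 3 genes with the largest log2 fold change in each direction for each zone contrast in a state, for each fasting contrast against fed, and for the zone differences from fed. Such genes needed an adjusted p under 0.05, a mean of at least 10 CPM in the higher group, no overlap between the libraries of the 2 groups (not required for the zone differences) and a symbol that is not a predicted or pseudogene name. For 3 libraries against 3, chance alone gives no overlap in 10% of genes. Genes named outside the rule are said to be so.

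The alternatives for the counts of genes were DESeq2 size factors in place of TMM, no filter beyond 1 count, a filter at a mean of 1 CPM, only the groups of the contrast in the fit, the replicate number as a block, scaling without the 20 most abundant genes, the Wald test of DESeq2 1.42.0, limma-voom, and leaving out each of the 18 libraries in turn. Adjusted p-values that DESeq2 gave as missing were left missing. Figures were drawn with matplotlib 3.10.9.

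The tests were tried on simulated data drawn with the means, dispersions and library sizes of these libraries, with 200 genes changed. For the zone contrast in fed mice, the edgeR test recovered 119 of 200 genes changed by 1 on the log2 scale (12266 genes tested) and 163 of 200 changed by 2 (12282 tested), with 4 and 6 false calls. For the change from fed to 24 h in pericentral hepatocytes it recovered 128 and 161 of 200 (12288 and 12267 tested), with 4 and 8 false calls. For the zone difference from fed to 24 h it recovered only 68 of 200 genes changed by 1 (12285 tested) and 149 of 200 changed by 2 (12283 tested), with 4 and 3 false calls. Averaged over the states, 158 of 200 zone changes of 1 were recovered (12262 tested), with 9 false calls. On 12477 genes, camera made 0 calls among 37 pairs in each of 20 draws with no change, and called the gluconeogenesis list at 24 h in 20 of 20 draws when it was shifted by 0.5. The simulated genes were drawn independently, so these draws do not test the preset correlation of 0.01. The correlations estimated for the 5 lists in the real data were higher, at 0.256 to 0.559.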

Results

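Gene expression was measured by RNA sequencing in mouse hepatocytes separated by zone of the liver lobule. Blood enters the lobule at the portal side and leaves at the central vein, and the hepatocytes along this path differ in their metabolism. Pericentral and periportal hepatocytes were each sampled in 3 feeding states, giving 6 groups of 3 libraries. All mice had first been trained for 3 days to a daily fast of 16 h. Fed mice were killed after 4 h of refeeding with 20% sucrose in the water, at clock hour 13. The other mice had food and sucrose removed at that hour and were killed 8 h later (clock hour 21) or 24 h later (clock hour 13 of the next day). The 8 h group therefore differed from the fed group in clock hour as well as in fasting, whereas the 24 h group did not. The title of the series names the spatial plasticity of gluconeogenic gene expression across these states as its subject.

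Each library held between 1.84e+07 and 2.64e+07 estimated counts, and between 15251 and 15958 genes with a count. Mitochondrial genes took 6.93% to 9.80% of the counts, and the 10 most abundant genes took 16.1% to 25.5%. Within a group, log2 CPM of replicates correlated across genes with r between 0.964 and 0.982, and between groups with r between 0.928 and 0.976. These values are across genes, which are not independent replicates. On the first principal component (26.2% of the variance) all 9 pericentral libraries lay below all 9 periportal ones, and on the second (18.8%) the 6 fed libraries lay above the 12 fasted ones.

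**Figure D1:**
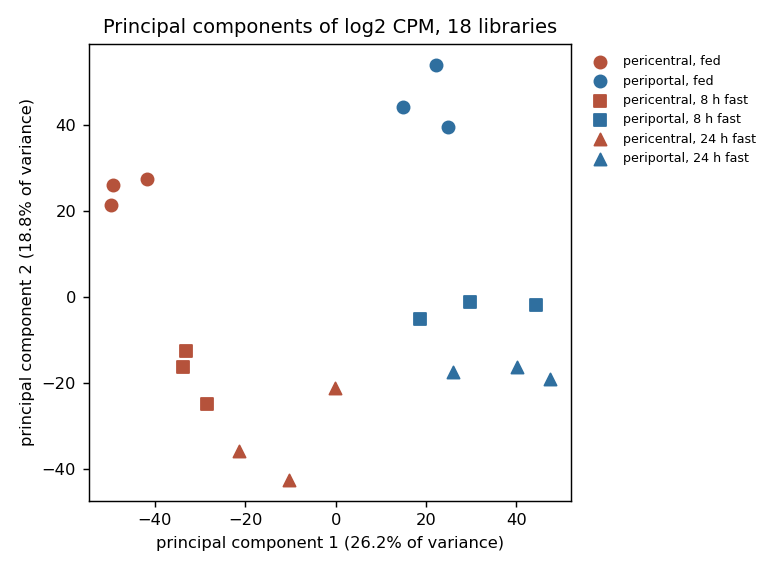
Principal components 1 (x axis, 26.2% of the variance) and 2 (y axis, 18.8%) of log2 CPM in the 18 libraries, with 1 point per library, red for pericentral and blue for periportal. Pericentral 24 h replicate 2 lies at -0.22 on component 1, and the other libraries of its group lie at -21.4 and -10.3.

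The zone labels were first checked on 8 marker genes. Cyp2e1 (ENSMUSG00000025479) ranged from 7611 to 16062 CPM in the 9 pericentral libraries and from 325 to 1826 CPM in the 9 periportal ones. Cyp1a2 ranged from 202 to 920 CPM against 15.1 to 119 CPM, and Oat from 257 to 1421 CPM against 11.8 to 58.2 CPM. In the other direction, Cyp2f2 (ENSMUSG00000052974) ranged from 132 to 793 CPM in pericentral and from 1578 to 3075 CPM in periportal libraries. Hal (46.8 to 466 CPM against 552 to 1076 CPM) and Gls2 (93.8 to 320 CPM against 425 to 608 CPM) also did not overlap. The remaining 2 markers overlapped. Glul (ENSMUSG00000026473) ranged from 111 to 1375 CPM in pericentral and from 62.6 to 175 CPM in periportal libraries, and Sds from 3.98 to 215 CPM and from 187 to 1010 CPM. Both overlaps came from pericentral 24 h replicate 2, which had 111 CPM of Glul (928 and 707 CPM in the other libraries of its group) and 215 CPM of Sds (101 and 94.8 CPM).

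The first comparison asked which genes differed between the zones in each feeding state. By edgeR at an adjusted p under 0.05, 1000 genes differed in fed mice (485 higher and 515 lower in periportal hepatocytes), 891 after 8 h (464 higher, 427 lower) and 520 after 24 h (212 higher, 308 lower). Averaged over the states, 2532 genes differed (1289 higher, 1243 lower). Of the alternatives other than leaving out a library, the largest shifts were 450 genes at 8 h when only the 2 groups compared were fitted, and 821 genes at 24 h under DESeq2. Single libraries moved these counts by more than 1.5 times. The fed count fell to 614 without pericentral replicate 2 and to 640 without periportal replicate 1. The 8 h count fell to 569 and 525 without periportal replicates 2 and 3. At 24 h it was 332 and 308 without pericentral replicates 1 and 3, and 304 and 252 without periportal replicates 2 and 3. Of the genes called, 557 were shared by fed and 8 h (71.4 by chance), 362 by fed and 24 h (41.7 by chance) and 345 by 8 h and 24 h (37.1 by chance), all in the same direction. In all 3 states 305 genes were called, 135 higher in periportal and 170 higher in pericentral hepatocytes.

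Among the genes named by rule, Aldh1b1 (ENSMUSG00000035561) had the largest rise toward the portal side in each state. Its mean was 181 ± 44.4 CPM in periportal and 1.71 ± 0.931 CPM in pericentral fed libraries (SD, n = 3 each). The log2 fold change was 6.74 (SE 0.50, edgeR adjusted p 3.6e-06) in fed mice, 6.52 (SE 0.50, adjusted p 8.92e-06) at 8 h and 4.93 (SE 0.46, adjusted p 0.000112) at 24 h. Cryl1 (5.44 and 4.42) was named in fed and 8 h mice, Fgfr2 (5.05, 4.65 and 3.02) in all 3 states and Tent5c (3.09) at 24 h. Toward the central vein, Slc1a2 (ENSMUSG00000005089) had log2 fold changes of -6.41 (SE 0.99, edgeR adjusted p 0.00121), -5.97 (SE 0.97, adjusted p 0.002) and -5.60 (SE 0.95, adjusted p 0.00413) in the 3 states. Its call at 24 h was lost when only these 2 groups were fitted and under limma-voom. Serpina7 was named in fed (-6.43) and 8 h (-6.35) mice, and Slc13a3 (-6.91) at 8 h. The log2 fold changes of Mup19 in fed (-6.24) and 24 h (-4.83) mice and of Cyp2a5 at 24 h (-4.47) come from families of near-identical genes and are uncertain. The Mup19 call at 24 h was lost when only these 2 groups were fitted and without periportal 24 h replicate 3, with a log2 fold change of -4.53.

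The next comparison asked what fasting changed within each zone. In pericentral hepatocytes edgeR called 1727 genes between 8 h and fed (907 higher, 820 lower), 2726 between 24 h and fed (1344 higher, 1382 lower) and 1212 between 24 h and 8 h (649 higher, 563 lower). In periportal hepatocytes it called 1798 (943 higher, 855 lower), 2446 (1196 higher, 1250 lower) and 931 (402 higher, 529 lower). Fitting only the groups compared gave the largest shift among the settings that kept all libraries, to 617 and 413 genes between 24 h and 8 h. The pericentral count between 24 h and 8 h was 534 and 670 without 8 h replicates 1 and 2, and 731 and 547 without 24 h replicates 2 and 3. Without periportal fed replicate 1 the periportal counts were 1081 at 8 h and 1512 at 24 h. The periportal count between 24 h and 8 h was 416 and 588 without 8 h replicates 2 and 3, and 335 and 552 without 24 h replicates 2 and 3. The zones shared 1051 of the genes called at 8 h against fed (249 by chance), all in the same direction. At 24 h against fed they shared 1536 genes (534 by chance), of which 1532 changed in the same direction and 4 in opposite directions.

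**Figure D2:**
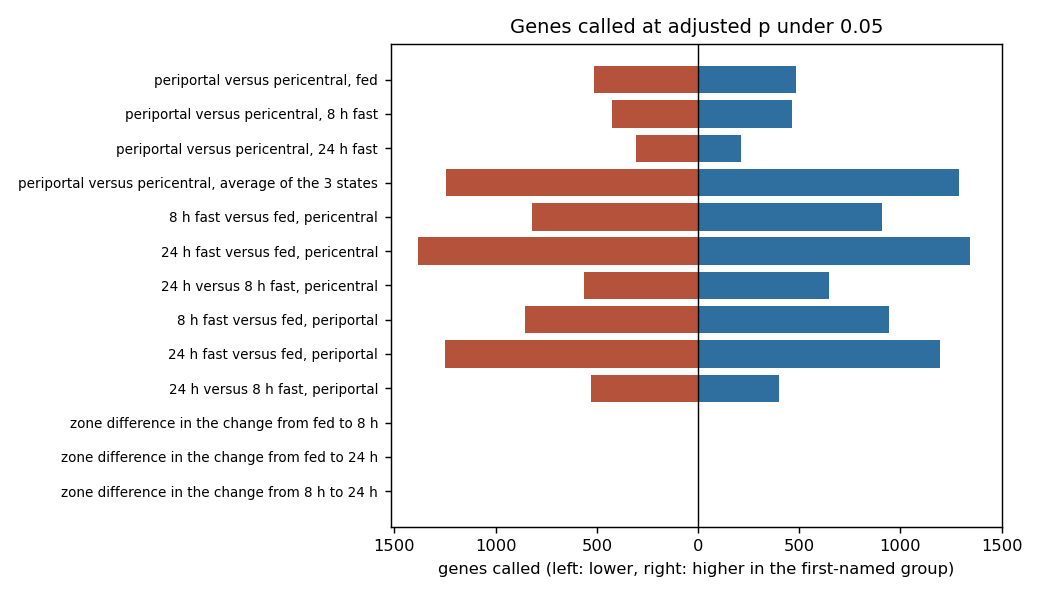
Number of genes called by edgeR at an adjusted p under 0.05 in each of the 13 contrasts, with genes higher in the group named first as bars to the right and genes lower as bars to the left. The zone contrasts fall from 1000 genes in fed mice to 520 at 24 h, and the bars of the 3 zone differences (0, 2 and 0 genes) are too short to see.

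Cdkn1a (ENSMUSG00000023067) had the largest rise at 8 h in both zones among the genes that the rule took for their fold change. Its mean went from 0.808 ± 0.30 to 85.3 ± 8.94 CPM in pericentral libraries (SD, n = 3 each). In periportal libraries the mean of Cdkn1a went from 1.22 ± 0.588 to 104 ± 38.8 CPM (SD, n = 3 each). Its log2 fold changes were 6.71 (SE 0.86, edgeR adjusted p 0.000185) and 6.42 (SE 0.83, adjusted p 0.000254). At 24 h it was named again in periportal hepatocytes (5.15). Mt2 was named in both zones at 8 h (5.34 pericentral, 5.37 periportal) and at 24 h (5.29 and 6.88), and Mt1 in periportal hepatocytes at 24 h (5.12). Both belong to a family of similar genes. Pitx3 (5.66, pericentral) and Scara5 (4.91, periportal) rose at 8 h, and Ppp1r3g (6.47) and Pck1 (4.83) in pericentral hepatocytes at 24 h. Among falls, Fasn (ENSMUSG00000025153) went from 1270 to 51.6 CPM at 8 h and 23.0 CPM at 24 h in pericentral libraries. Its log2 fold changes there were -4.62 (SE 0.44, edgeR adjusted p 1.27e-05) and -5.79 (SE 0.47, adjusted p 2.95e-06), and in periportal hepatocytes -4.70 (SE 0.44, adjusted p 9.39e-06) at 24 h. Elovl6 (-4.18 and -5.58, pericentral), Srebf1 (-3.78, periportal 8 h), Nrep (-3.81, periportal 8 h), Chrna4 (-6.31 and -5.24 at 24 h) and Angptl8 (-4.44, periportal 24 h) were the others. Dbp, a clock gene, fell at 8 h in both zones (-4.96 pericentral, -4.08 periportal). The calls of Scara5 and of Chrna4 in both zones were lost under limma-voom.

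Whether fasting changed the zones differently was tested as the zone difference. By edgeR 0 genes were called from fed to 8 h (680 at an unadjusted p under 0.05, 6 by DESeq2 and 0 by limma-voom). From 8 h to 24 h 0 genes were called (746 at an unadjusted p under 0.05, 3 by DESeq2 and 0 by limma-voom). From fed to 24 h there were 2 genes, both with a negative zone difference (962 at an unadjusted p under 0.05, 38 by DESeq2 and 0 by limma-voom). Of these, Ctnnbip1 (ENSMUSG00000028988) met the naming rule. It rose from 1.59 ± 0.281 CPM in fed to 6.51 ± 3.09 CPM in 24 h pericentral libraries, and went from 31.1 ± 2.65 to 24.8 ± 2.48 CPM in periportal ones (SD, n = 3 each). The zone difference was -2.38 (SE 0.32, edgeR adjusted p 0.0159). Over the 26 alternatives the adjusted p ranged from 3.63e-08 to 0.0913. The call was lost under limma-voom, with the replicate block and when only the 4 groups were fitted. It was also lost without any 1 of the pericentral fed replicates 1, 2 and 3 (-2.24, -2.41 and -2.49), periportal fed replicate 1 (-2.34) or periportal 24 h replicates 2 and 3 (-2.32 and -2.36). Scg2 (ENSMUSG00000050711) was the other gene. It was chosen after its values were seen, and no library had more than 0.791 CPM, or (in another library) more than 19 counts. Its adjusted p was 0.0473 by edgeR and ranged from 0.00432 to 0.196 over the alternatives.

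The 4 core gluconeogenic genes answer the question named in the title of the series. Pck1 (ENSMUSG00000027513) averaged 170 ± 101 CPM in pericentral and 1240 ± 847 CPM in periportal fed libraries, 2119 ± 262 and 4662 ± 1850 CPM at 8 h, and 4820 ± 26.7 and 5918 ± 370 CPM at 24 h (SD, n = 3 each). The periportal excess was 2.87 on the log2 scale in fed mice (SE 0.49, edgeR adjusted p 0.0019), 1.14 at 8 h (SE 0.46, adjusted p 0.17) and 0.30 at 24 h (SE 0.46, adjusted p 0.813). Against fed, Pck1 rose by 3.64 (SE 0.51, edgeR adjusted p 0.00026) and 4.83 (SE 0.54, adjusted p 3.3e-05) in pericentral hepatocytes at 8 h and 24 h, and by 1.91 (SE 0.47, adjusted p 0.0145) and 2.26 (SE 0.48, adjusted p 0.00449) in periportal ones. The difference between these changes from fed to 24 h was -2.57 (SE 0.66, edgeR p 0.00151, adjusted p 0.345 over all genes tested). It was called when adjusted over the list alone (0.0227). Across the alternatives its adjusted p over all genes ranged from 0.0523 to 0.722, and leaving out single libraries gave differences between -3.12 and -1.87. From fed to 8 h the difference was -1.73 (SE 0.65, edgeR adjusted p 0.909). The zone call in fed mice was lost when only these 2 groups were fitted. The periportal call at 8 h was lost there too, and without periportal fed replicate 1 (1.58), fed replicate 2 (1.74) or 8 h replicate 2 (1.68).

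G6pc (ENSMUSG00000078650) averaged 125 ± 16.4 and 376 ± 152 CPM in pericentral and periportal fed libraries, 413 ± 135 and 1220 ± 425 CPM at 8 h, and 617 ± 156 and 1164 ± 380 CPM at 24 h (SD, n = 3 each). The zones differed by 1.59 in fed mice (SE 0.35, edgeR adjusted p 0.00989) and 1.56 at 8 h (SE 0.35, adjusted p 0.0121). At 24 h the difference of 0.92 (SE 0.34, adjusted p 0.176) was not called. The fed call was lost without periportal fed replicate 3 (1.21), and the 8 h call without pericentral 8 h replicate 1 (1.32) or periportal 8 h replicate 3 (1.34) and when only the 2 groups were fitted. Against fed, G6pc was higher by 1.73 and 2.31 in pericentral hepatocytes at 8 h and 24 h (edgeR adjusted p 0.00395 and 0.000386). In periportal ones it was higher by 1.70 and 1.63 (edgeR adjusted p 0.00472 and 0.00441). At 8 h the clock hour differed from that of the fed group as well. Neither zone difference was called (-0.03 from fed to 8 h and -0.68 from fed to 24 h, edgeR adjusted p 0.997 and 0.8).

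Fbp1 (ENSMUSG00000069805) was higher in periportal hepatocytes by 0.94, 1.02 and 0.79 in the 3 states (SE 0.12 each, edgeR adjusted p 9.95e-05, 7.72e-05 and 0.000902). Its means were 763 ± 116 and 1467 ± 24.0 CPM in fed pericentral and periportal libraries (SD, n = 3 each). It did not change with fasting beyond the spread between replicates, with log2 fold changes between -0.17 and 0.07 and 0 of the 4 contrasts against fed called by edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). Pcx (ENSMUSG00000024892) was higher in periportal hepatocytes by 1.18 in fed mice (SE 0.34, edgeR adjusted p 0.0482) and 1.43 at 8 h (adjusted p 0.0203), and by 0.51 at 24 h without a call (adjusted p 0.487). The fed call lay at the threshold. It was lost under 4 of the 8 settings that kept all libraries. It was also lost without any 1 of 13 libraries (0.93 to 1.32), that is, all but periportal fed replicate 2, pericentral 8 h replicates 1 and 2 and periportal 8 h replicates 1 and 2. The 8 h call was lost when only the 2 groups were fitted and without pericentral 8 h replicate 1 (1.21), pericentral 8 h replicate 3 (1.32) or periportal 8 h replicate 2 (1.08). Fasting changes of Pcx were not called by edgeR over all genes (0.69 and 0.92 in pericentral, 0.94 and 0.25 in periportal hepatocytes at 8 h and 24 h). That at 24 h in pericentral hepatocytes was called adjusted over the list alone (0.0327), by DESeq2, by limma-voom, when only the 2 groups were fitted, and without pericentral 8 h replicate 2 (0.91) or periportal 8 h replicate 2 (0.91). Its adjusted p ranged from 0.0178 to 0.226 across the alternatives. That at 8 h in periportal hepatocytes was called by DESeq2 and without periportal 8 h replicate 1 (1.18), with an adjusted p of 0.0178 to 0.318 across the alternatives.

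**Figure D3:**
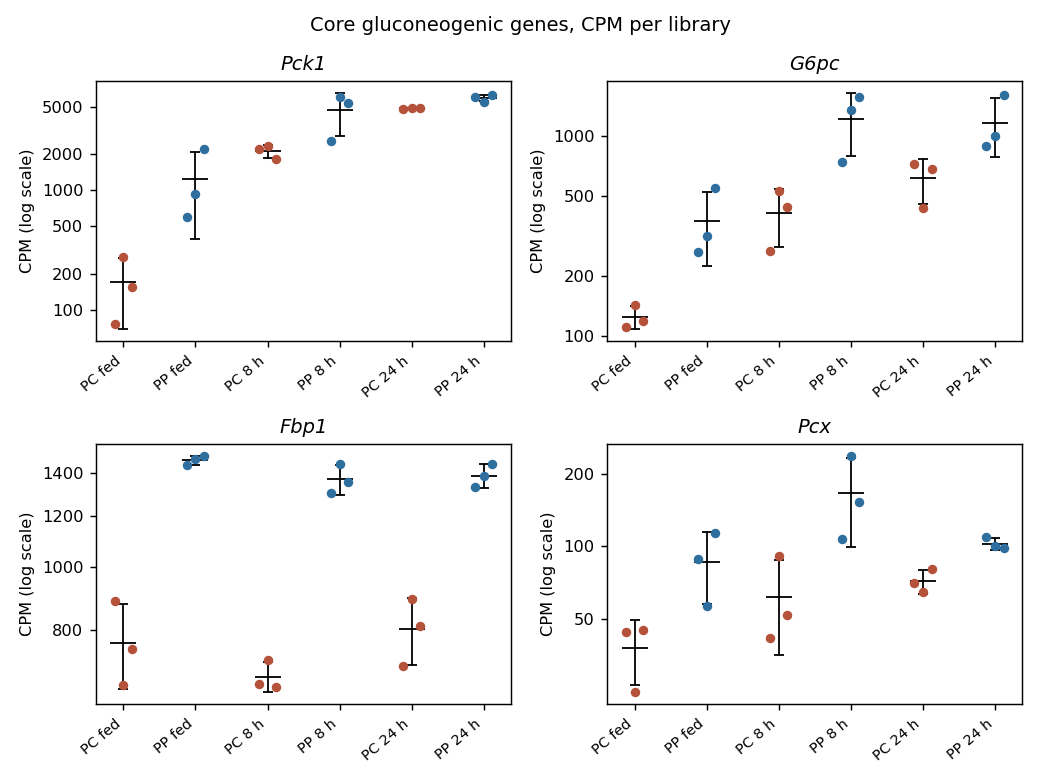
CPM (log axis) of Pck1, G6pc, Fbp1 and Pcx in each library of the 6 groups, red for pericentral (PC) and blue for periportal (PP), with black bars for the mean ± SD of 3 libraries. The Pck1 libraries of the 2 zones lie apart in fed mice (means of 170 and 1240 CPM) and close together at 24 h (4820 and 5918 CPM).

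The gluconeogenesis list of 15 genes had a median periportal excess of 0.61 in fed mice, 0.69 at 8 h and 0.37 at 24 h (camera adjusted p 0.00144, 9.5e-05 and 0.00874), with 12, 12 and 11 of the 15 genes higher. By edgeR 4, 6 and 1 of these genes were called over all genes tested, and 6, 7 and 2 adjusted over the list alone. Against fed, the list rose at 24 h by a median of 0.36 in both zones (camera adjusted p 0.00752 pericentral and 0.0125 periportal). At 8 h it was not called in either zone (medians of 0.03 and 0.16, camera adjusted p 0.419 and 0.0866). Within the list, Got1 rose by 2.70 (SE 0.42) and 2.26 (SE 0.41) at 24 h in pericentral and periportal hepatocytes (edgeR adjusted p 0.000462 and 0.00165). The zone differences of the list were not called (0.07 from fed to 8 h and -0.10 from fed to 24 h, camera adjusted p 0.38 and 0.278).

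The glycolysis and lipogenesis list of 16 genes was lower than in fed mice at both fasting times in both zones. Its median change was -1.51 at 8 h and -2.92 at 24 h in pericentral hepatocytes (camera adjusted p 8.43e-08 and 3.01e-12), and -0.77 and -2.66 in periportal ones (0.012 and 1.07e-09). At 24 h 15 of the 16 genes were lower in each zone. By edgeR 14 were called in each zone at 24 h over all genes, 1 of them higher, and 15 and 14 adjusted over the list alone. The periportal call at 8 h was lost without periportal fed replicate 1 (-0.57) or 2 (-0.42). The fall was smaller in periportal hepatocytes, with a median zone difference of 0.84 from fed to 8 h (15 of 16 genes above 0, camera adjusted p 1.98e-05) and 0.56 from fed to 24 h (13 of 16, adjusted p 0.00752). Neither was called by fry. By edgeR 0 of the genes were called over all genes or adjusted over the list alone (1 and 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). The call from fed to 24 h was lost without pericentral fed replicate 1 (0.27) or periportal fed replicate 3 (0.17). Between the zones the list differed at 8 h only (0.49, camera adjusted p 0.035), and that call was lost without pericentral 8 h replicate 1 (0.21) or periportal 8 h replicate 2 (0.28).

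The fatty acid oxidation and ketogenesis list of 17 genes rose at 24 h by a median of 0.70 in pericentral and 0.60 in periportal hepatocytes (camera adjusted p 1.81e-08 and 4.35e-08), with 16 of 17 genes higher in each zone. By edgeR 12 genes were called in each zone over all genes, and 15 and 14 adjusted over the list alone. Angptl4 rose by 3.00 (SE 0.28) and 4.43 (SE 0.30) at 24 h (edgeR adjusted p 6.18e-06 and 5.12e-07), and Cpt1a by 1.41 and 1.20 (SE 0.15 each). The list was not called at 8 h (0.15 and 0.05, camera adjusted p 0.0862 and 0.0625), between the zones in any state (0.06, -0.03 and -0.12) or as a zone difference (-0.01 and -0.20). In 3 of these pairs the median, the mean and the camera test differed in sign. Of the 23 pairs called by camera over all 5 lists, 16 were also called by fry and 6 by camera with an estimated correlation. Those 6 were the zone contrasts of the marker lists.

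**Figure D4:**
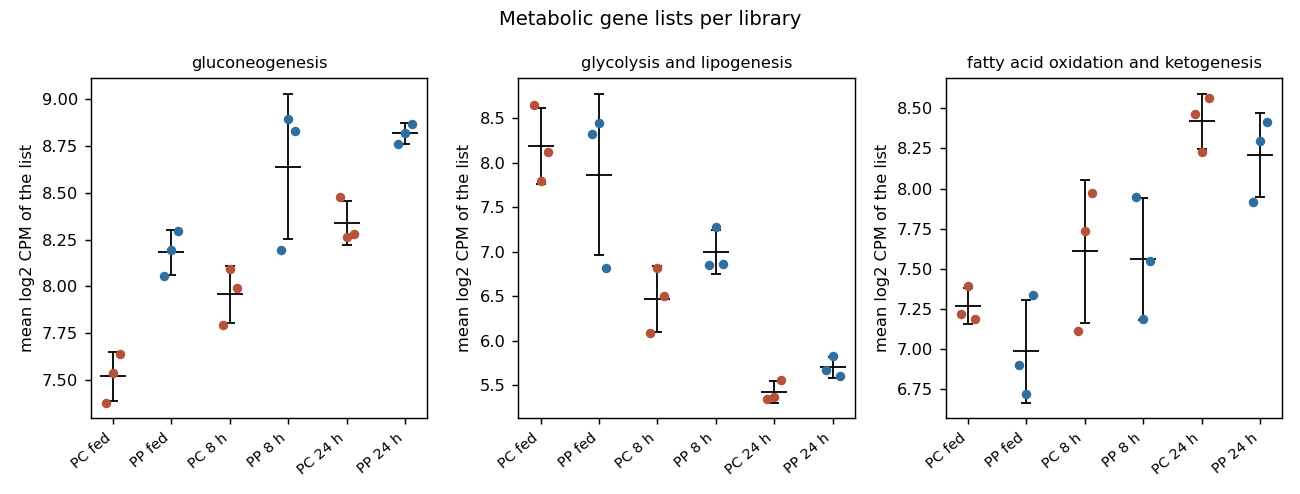
Mean log2 CPM of the genes of 3 metabolic lists in each library of the 6 groups, red for pericentral (PC) and blue for periportal (PP), with black bars for the mean ± SD of 3 libraries. The glycolysis and lipogenesis mean of periportal fed replicate 3 (6.82) lies below those of the other libraries of its group (8.33 and 8.45).

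The marker lists served to measure the distance between the zones. The 13 pericentral markers tested had a median periportal minus pericentral difference of -4.02 in fed mice, -3.60 at 8 h and -3.52 at 24 h (camera adjusted p 2.91e-21, 1.02e-19 and 1.24e-19), with 13 of 13 lower in each state. The 15 periportal markers had medians of 3.08, 2.64 and 1.79 (camera adjusted p 2.69e-26, 8.78e-25 and 2.13e-20), with 15 of 15 higher. For the periportal markers the zone difference from fed to 24 h had a median of -1.25 (15 of 15 genes below 0, camera adjusted p 3.01e-12) and was called by fry. By edgeR 0 of the 15 genes were called over all genes tested (11 at an unadjusted p under 0.05, 5 by DESeq2 and 0 by limma-voom) and 11 adjusted over the list alone. The list rose by a median of 1.0 in pericentral hepatocytes at 24 h (15 of 15 genes) and by 0.17 in periportal ones (10 of 15). Without pericentral 24 h replicate 2 the zone difference was -0.74 and stayed called by camera. From fed to 8 h it was -0.22 (11 of 15 below 0, camera adjusted p 0.0184). That call was lost without pericentral fed replicate 1 (0.01, the other sign) or 2 (-0.14), pericentral 8 h replicate 2 (-0.22) or 3 (-0.17), or periportal 8 h replicate 1 (-0.03). For the pericentral markers the zone difference was 0.41 from fed to 8 h (camera adjusted p 0.089) and 0.76 from fed to 24 h (11 of 13 above 0, adjusted p 0.000868). The latter was lost without pericentral 24 h replicate 2 (0.37) and was not called by fry. Glul itself was not called between the zones at 24 h (-2.10, edgeR adjusted p 0.0623), and was called without that library (-2.59).

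**Figure D5:**
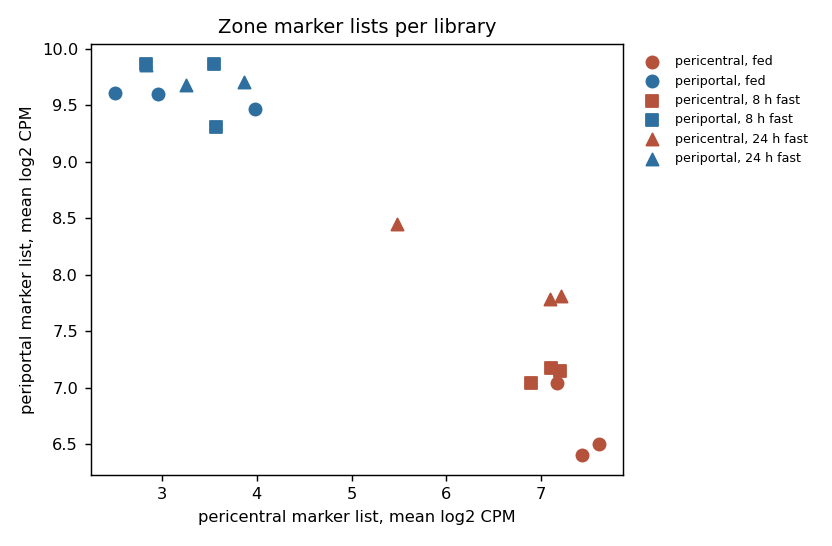
Mean log2 CPM of the pericentral marker list (x axis) against that of the periportal marker list (y axis), with 1 point per library, red for pericentral and blue for periportal. Pericentral 24 h replicate 2 lies at 5.48 and 8.45, and the other libraries of its group lie at 7.21 and 7.82 and at 7.10 and 7.78.

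The lists without a set test were described. Of 16 clock genes, edgeR called 10 in pericentral and 11 in periportal hepatocytes at 8 h against fed over all genes (13 and 14 adjusted over the list alone), and 4 and 5 at 24 h against fed (4 and 5 over the list alone). Averaged over the states, the median periportal excess was 2.10 for 9 endothelial genes (8 higher), 1.90 for 10 genes of Kupffer cells and leukocytes (10 higher), 1.27 for 5 genes of stellate cells and fibroblasts (5 higher) and 1.02 for 3 genes of cholangiocytes (3 higher). By edgeR 8, 8, 0 and 2 of these were called over all genes, and 8, 10, 5 and 3 adjusted over the list alone (8, 10, 5 and 3 at an unadjusted p under 0.05). DESeq2 called 8, 9, 3 and 2 of them and limma-voom 5, 0, 0 and 2. Of 14 immediate early and heat shock genes, 10 were higher in periportal hepatocytes and 4 lower (median 0.72). By edgeR 4 were called higher and 1 lower over all genes, and 8 were called adjusted over the list alone.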

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

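Of the tests in this part, those of the feeding states permuted within zones and of the counts near the floor of Scg2 were chosen only after the result was seen, as was the use of 2 alternatives set in advance (scaling without the 20 most abundant genes, and leaving out single libraries) as tests of a cause. All 7 results below stand out because the change with fasting differed between the zones in a test of that difference.

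The periportal marker list came closer between the zones from fed to 24 h, with a median zone difference of -1.25. The tables argue against several technical causes as the whole explanation. After removal of the trend of each library over GC content and transcript length (known for 99.4% of genes tested and all 15 of the list) the median was -1.20. With every library thinned to the smallest total it was -1.26, and with scaling without the 20 most abundant genes -1.23, each still called by camera. Without pericentral 24 h replicate 2, the library that moved it most, it was -0.74 and still called. Periportal cells or RNA carried into the pericentral 24 h libraries were tested by subtracting the largest periportal share that 7 strongly periportal genes allow (5.43%, 10.1% and 6.31%). The median computed from mean CPM went from -1.15 (jackknife SE 0.47) to -0.80 (SE 0.34), so such carry-over could be a part of the difference. Whether it could be all of it is not settled, since the SE leaves out the error of these shares. The subtraction was also not repeated without pericentral 24 h replicate 2. Chance is not settled. Of 100 draws with zone labels permuted within states, 24 gave a median as far from 0, but these draws carry the zone effect itself into the spread. Of 100 draws with the feeding states permuted within zones, 4 did. A change in zonation with starvation, which the design names, stays open and untested beyond this. So does any difference in cell isolation between the states. From fed to 24 h in pericentral libraries, the endothelial median rose by 1.20 and the Kupffer cell and leukocyte median by 1.71. The stellate cell and fibroblast median rose by 0.51, the cholangiocyte median changed by -0.68, and edgeR called 0 endothelial and 0 Kupffer cell genes. The largest periportal share allowed was 1.07% to 3.25% in pericentral fed libraries, below the 24 h shares above. These values cannot separate these explanations.

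The same list had a smaller zone difference from fed to 8 h, with a median of -0.22. Correction for GC content and length gave -0.21, thinning -0.24 and scaling without the 20 most abundant genes -0.21, which argue against these as the whole cause. The call depended on single libraries, however. Without pericentral fed replicate 1 the median was 0.0104, and the call was also lost without pericentral fed replicate 2 (-0.14), pericentral 8 h replicate 2 (-0.22), pericentral 8 h replicate 3 (-0.17) or periportal 8 h replicate 1 (-0.03). Chance could not be excluded, since 38 of 100 draws with permuted feeding states gave a median as far from 0. With permuted zone labels 80 of 100 did, but these carry the zone effect of the markers into the spread and settle nothing. Feeding state stays open as a biological explanation.

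The pericentral marker list also came closer between the zones from fed to 24 h, with a median zone difference of 0.76. It was 1.13 after correction for GC content and length, 0.92 after thinning and 0.78 with scaling without the 20 most abundant genes, which argue against these as the whole cause. The call rests on 1 library. Without pericentral 24 h replicate 2 the median was 0.37 and was not called. Chance could not be excluded, with 25 of 100 draws of permuted feeding states as far from 0. With permuted zone labels 74 of 100 were, but these carry the zone effect of the markers into the spread and settle nothing. Pericentral cells or RNA in the periportal 24 h libraries cannot be told apart from a change in the cells. Subtracting the largest share that 20 strongly pericentral genes allow moved the median computed from mean CPM from 1.05 (jackknife SE 0.75) to -0.21 (SE 0.85), and errors of this size leave the question open. Feeding state is a further open explanation.

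Genes of glycolysis and lipogenesis fell less in periportal than in pericentral hepatocytes, with a median zone difference of 0.84 from fed to 8 h and 0.56 from fed to 24 h. Correction for GC content and length gave 0.95 and 0.78, thinning 0.81 and 0.57, and scaling without the 20 most abundant genes 0.84 and 0.59, which argue against these as the whole cause. From fed to 8 h the call by camera was kept without any single library, with a lowest median of 0.46 without periportal fed replicate 3. From fed to 24 h it was lost without that library (0.17) or without pericentral fed replicate 1 (0.27). Chance could not be excluded for either, since 17 of 100 draws with permuted zone labels gave a median as far from 0 at 8 h, and 26 of 100 at 24 h. With permuted feeding states 42 and 70 of 100 did, but these draws carry the fall of the list with fasting into the spread and settle nothing. A response to fasting that differs by zone stays open.

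Ctnnbip1 had a zone difference of -2.38 from fed to 24 h, since it rose in pericentral hepatocytes (1.59 to 6.51 CPM) and not in periportal ones (31.1 to 24.8 CPM). Periportal cells in the pericentral 24 h libraries were weighed first. To explain the rise their share would have to be 13.5%, 34.2% and 11.9% in replicates 1, 2 and 3, against at most 5.43%, 10.1% and 6.31% allowed by other periportal genes, which argues against this as the whole cause. Replicate 2, with 10.1 CPM, contributed most, and without it the zone difference was -1.91 and still called. The call was lost without pericentral fed replicates 1, 2 or 3 (-2.24, -2.41 and -2.49), periportal fed replicate 1 (-2.34) or periportal 24 h replicates 2 or 3 (-2.32 and -2.36). Of 100 draws with zone labels permuted within states, 2 gave as many as 2 calls in the fed to 24 h zone difference, the real split included. These draws put the zone effect into the dispersion and so can hardly call a zone difference, and they settle nothing about chance, which stays open for this gene. Depth was the next point. With every library thinned to the smallest total, 1 gene was called in place of 2. This count does not say whether Ctnnbip1 kept its call, so it leaves depth open for this gene. A response of Ctnnbip1 to starvation in pericentral hepatocytes stays open as a hypothesis, and so does a general approach of the zones.

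Scg2 had a fitted zone difference of -7.05 from fed to 24 h. This size depends on the prior count, because all 3 pericentral fed libraries had 0 counts and no library had more than 19 counts or (in another library) more than 0.791 CPM. Against a floor of 3 counts over the pericentral fed group (0.0375 CPM), the pericentral 24 h mean of 0.653 CPM was at least 17.4-fold higher. The call by edgeR lay at the threshold (adjusted p 0.0473). It was lost under limma-voom (adjusted p 0.0688) and kept under DESeq2 (0.00432), with a range of 0.00432 to 0.196 over the alternatives. It was lost without any 1 of 15 libraries (-7.28 to -6.66), that is, all but periportal fed replicate 2, pericentral 8 h replicate 1 and pericentral 24 h replicate 1. This is consistent with counts near the floor as a candidate explanation. No biological explanation was tested for it, and feeding state stays open.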

How the results depend on the processing

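No alternative in this part was chosen after the result was seen, but the tests of Scg2 were, since it was named after its values were seen. Of the 90 pairs of a named gene and a contrast called by edgeR, 70 stayed called under each alternative run for them. The other 20 lost the call in at least 1. Fitting only the groups of the contrast lost 16 calls, limma-voom 8, the replicate block 3, and no filter and scaling without the 20 most abundant genes 1 each. Leaving out 1 library lost a call 44 times over the 18 libraries, 15 of them for Scg2. DESeq2 size factors and scaling without the 20 most abundant genes changed no count of genes by more than 1.5 times. They moved the share of calls that were higher by at most 2.16 and 4.24 percentage points, and the median of all genes by at most 0.0097 and 0.021 on the log2 scale. The cause was not tested for any of the changes below unless one is given.

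With DESeq2 size factors, the zone difference of the fatty acid oxidation list from fed to 8 h, which lay at -0.01 and was not called, became 0.0011. Without a filter on low counts 20481 genes were tested, and 3 lists at 8 h passed the threshold, gluconeogenesis in periportal hepatocytes (0.16) and fatty acid oxidation in pericentral (0.16) and periportal (0.056) hepatocytes. With the filter at a mean of 1 CPM 10488 genes were tested and 1 gene was called in the zone difference from fed to 24 h in place of 2, since Scg2 lies below that filter and has no value there.

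The replicate block in edgeR gave 0 genes in the zone difference from fed to 24 h (2 without the block, with 962 at an unadjusted p under 0.05, 38 by DESeq2 and 0 by limma-voom), and the zone difference from fed to 8 h reversed for the fatty acid oxidation list (0.052) and for G6pc (0.015), neither of them called. The numbers were not taken to pair the samples, since not every pair correlated, but a shared mouse or day is not excluded. Over 45 pairs of libraries with the same number, deviations from the group means correlated with r between -0.12 and 0.206 (median 0.0321), and 7 pairs had r over 0.1. Of the 9 pairs of zones within a state, 3 did.

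With only the groups of the contrast in the fit there were 450 genes between the zones at 8 h, and 617 and 413 genes between 24 h and 8 h in pericentral and periportal hepatocytes. In that setting the zone contrast at 24 h was called for the glycolysis and lipogenesis list (0.30) and the fatty acid oxidation list (-0.12). DESeq2 gave 821 genes between the zones at 24 h, and 6, 38 and 3 genes in the zone differences from fed to 8 h, from fed to 24 h and from 8 h to 24 h. Between 11 and 1699 adjusted p-values per contrast were missing under DESeq2. Under limma-voom 0 genes were called in the zone difference from fed to 24 h (2 by edgeR, with 962 at an unadjusted p under 0.05, and 38 by DESeq2), and the zone difference of G6pc from fed to 8 h was 0.032 in place of -0.03, with no call in either.

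Under fry 7 of the 23 list calls were lost. They were the zone contrasts of gluconeogenesis at 24 h (0.37) and of lipogenesis at 8 h (0.49), the periportal fall of lipogenesis at 8 h (-0.77), both zone differences of lipogenesis (0.84 and 0.56), that of the pericentral markers from fed to 24 h (0.76) and that of the periportal markers from fed to 8 h (-0.22). Camera with an estimated correlation lost these and 10 more. They were the zone contrasts of gluconeogenesis in fed (0.61) and 8 h (0.69) mice, its rise at 24 h (0.358 pericentral, 0.359 periportal), the falls of lipogenesis (-1.51 and -2.92 pericentral, -2.66 periportal), the rise of fatty acid oxidation at 24 h (0.70 and 0.60) and the zone difference of the periportal markers from fed to 24 h (-1.25). That setting widens the error by the correlation estimated for each list in these data (0.256 to 0.559, against the preset 0.01). The sizes are the same, but no call of a metabolic list was kept, so those calls rest on the preset value.

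Leaving out 1 library at a time gave 614 to 1108 genes between the zones in fed mice, 525 to 1144 at 8 h and 252 to 624 at 24 h. The libraries behind each large shift in these counts are named with them in the results. Between 184 and 344 genes were called for zone in all 3 states, with 203 without pericentral 24 h replicate 1 and 184 without periportal 24 h replicate 3. In both fed and 24 h mice 215 to 415 were called, with 238 and 234 without pericentral 24 h replicates 1 and 3 and 215 without periportal 24 h replicate 3. Between 24 h and 8 h there were 534 to 1276 genes in pericentral and 335 to 981 in periportal hepatocytes. The periportal counts against fed were 1081 to 1828 at 8 h and 1512 to 2545 at 24 h. From fed to 8 h the zone difference gave 3 genes without pericentral 8 h replicate 3, 1 without pericentral 24 h replicate 2 and 0 without any other library (0 to 3). From 8 h to 24 h it gave 2 without pericentral 8 h replicate 3, 1 without pericentral 24 h replicates 1 or 2 and 0 without any other (0 to 2). From fed to 24 h it gave 4 without pericentral 24 h replicate 1, 0 without pericentral fed replicates 1, 2 or 3, periportal fed replicate 1 or periportal 24 h replicates 2 or 3, and 1 to 3 otherwise (0 to 4). With all libraries edgeR called 0, 0 and 2 genes here (680, 746 and 962 at an unadjusted p under 0.05, 6, 3 and 38 by DESeq2, 0 each by limma-voom). Fewer libraries in the fit are part of the cause of the lower counts.

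The list medians also moved when 1 library was left out. Gluconeogenesis at 8 h ranged from -0.052 to 0.14 in pericentral and from 0.022 to 0.33 in periportal hepatocytes, and its zone difference from 0.020 to 0.25. It reversed in pericentral hepatocytes without fed replicate 1 (-0.022) or 8 h replicate 3 (-0.052). In periportal ones it was called without fed replicate 3 (0.065) or 8 h replicate 1 (0.33), and the zone difference was called without that 8 h library. Lipogenesis ranged between the zones from -0.48 to 0.19 in fed mice and from 0.21 to 0.75 at 8 h. Its change at 8 h in periportal hepatocytes ranged from -1.11 to -0.42, and its zone difference from fed to 24 h from 0.17 to 0.85. The calls lost are named with these results. In fed mice the lipogenesis list reversed without pericentral fed replicate 1 (0.041) or periportal fed replicate 3 (0.19), and was called without pericentral fed replicate 2 (-0.34) or periportal fed replicates 1 (-0.39) and 2 (-0.48).

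Fatty acid oxidation without 1 library ranged between the zones from -0.22 to 0.16 in fed mice, from -0.15 to 0.13 at 8 h and from -0.20 to -0.11 at 24 h. Its change at 8 h ranged from 0.0026 to 0.28 in pericentral and from -0.061 to 0.33 in periportal hepatocytes, and its zone differences from -0.14 to 0.17 and from -0.27 to 0.0027. At 8 h it was called in pericentral hepatocytes without fed replicate 2 (0.23) or 8 h replicate 1 (0.28). In periportal ones it was called without periportal fed replicate 3 (0.33), pericentral 8 h replicate 1 (0.053) or periportal 8 h replicates 2 (0.14) and 3 (0.097), and reversed without periportal 8 h replicate 1 (-0.061). Without periportal fed replicate 3 it reversed and was called between the zones in fed mice (-0.22) and in the zone difference from fed to 8 h (0.17), and reversed from fed to 24 h (0.0027). The zone contrast at 8 h reversed without pericentral 8 h replicate 3 (0.13) or periportal 8 h replicates 2 (0.049) and 3 (0.024), and that at 24 h was called without periportal 24 h replicate 3 (-0.18). The zone difference from fed to 8 h also reversed, without a call, when pericentral fed replicate 3 (0.030), pericentral 8 h replicate 2 (0.0075) or 3 (0.12), or periportal 8 h replicate 2 (0.064) or 3 (0.0039) was left out.

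The zone differences of the pericentral markers ranged from 0.18 to 1.09 at 8 h and from 0.37 to 1.26 at 24 h, and that of the periportal markers at 8 h from -0.37 to 0.0104. That of the pericentral markers at 8 h was called without periportal fed replicate 2 (1.09) or periportal 8 h replicate 3 (0.61), and the other libraries that matter for these lists are named above with their results.

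The named genes that reversed without 1 library were not called in that contrast by edgeR, with or without it. The zone difference from fed to 8 h ranged from -0.26 to 0.34 for G6pc, from -0.051 to 0.17 for Fbp1 and from -0.10 to 0.63 for Pcx, and the change of Fbp1 at 24 h in pericentral hepatocytes from -0.034 to 0.19. G6pc reversed without periportal fed replicate 3 (0.34), periportal 8 h replicate 1 (0.23), pericentral fed replicates 1 (0.041) and 3 (0.0049) or pericentral 8 h replicates 2 (0.18) and 3 (0.023). Fbp1 reversed without pericentral fed replicate 1 (-0.051) in the zone difference and without pericentral fed replicate 2 (-0.034) or 24 h replicate 2 (-0.013) at 24 h, and Pcx without periportal 8 h replicate 2 (-0.10).

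Depth was tested by thinning. With every library thinned to 1.84e+07 counts, the smallest total, the zone contrasts gave 966, 860 and 503 genes in place of 1000, 891 and 520, and the zone difference from fed to 24 h gave 1 in place of 2.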

Other observations

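The tests of the innermost pericentral layer, of the clock hour, of a general approach of the zones and of other liver cell types were chosen only after the result was seen. The other tests in this part were chosen before.

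Pericentral 24 h replicate 2 lay apart from its group. It had 257 CPM of Oat (1055 and 1158 CPM in the other libraries of the group), 111 CPM of Glul (928 and 707 CPM) and 793 CPM of Cyp2f2 (345 and 322 CPM). Its position was taken over 320 genes called for zone in both fed and 8 h mice, with a fed log2 difference above 1 in size. On a scale from the other pericentral (0) to the periportal (1) 24 h libraries, its median position was 0.32. That argues against a wrong zone label or a swap with a periportal library. The other libraries of its group lay at -0.20 and -0.16, lowered because replicate 2 was part of their reference. Mixing with periportal cells was tested on 20 strongly pericentral genes outside the lists. They fell by a median of 43.7% below the other libraries of the group, and all 20 were lower. Several belong to families of similar genes (among them Mup19, Mup9, Mup15 and Mup17, and Cyp2c29, Cyp2c37 and Cyp2c38). They are therefore fewer than 20 separate observations. The largest periportal share that other genes allow in this library is 10.1%, which argues against mixing alone as the cause of the fall. A candidate explanation is that fewer cells of the innermost pericentral layer were collected. Genes taken as innermost (Slc1a2, Axin2, Lgr5, Tbx3, Nkd1 and Lect2) lay lower than genes of the broader zone (Cyp2e1, Cyp1a2, Cyp2a5, Gulo and Ahr) by a median of -0.29, with an exact one-sided permutation p of 0.171 over 462 arrangements of genes. With so few genes this explanation and an even fall of all pericentral genes cannot be told apart. The design gives no biological explanation for 1 replicate, and none was tested.

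Periportal fed replicate 3 also differed from its group. It had 1583 CPM of Scd1 (8187 and 11390 CPM in the other libraries) and 2198 CPM of Pck1 (594 and 927 CPM). A wrong label was tested by its position between the other fed libraries (0) and a fasted group (1). Its median position was 0.16 over 466 genes on the way to the 8 h libraries, and 0.21 over 683 genes on the way to the 24 h libraries, which argue against a library from a fasted mouse. Its Scd1 lay below that of every fasted periportal library (4907 to 18050 CPM), so the low Scd1 is not a level seen in those fasted libraries. The labels give 4 h of refeeding for the fed mice, but when this mouse itself last ate is not recorded. No biological explanation was tested.

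A general approach of the zones at 24 h was tested on genes outside the lists, picked by their zone difference at 8 h. Of 77 periportal genes, 63 came closer, with a median zone difference from fed to 24 h of -0.41 (-0.25 without pericentral 24 h replicate 2). Of 78 pericentral genes 58 came closer, with a median of 0.30 (0.20 without that library). The periportal genes rose by a median of 0.48 in pericentral hepatocytes and by 0.09 in periportal ones, while the pericentral genes changed by -0.31 and 0.12. As many as 239 and 631 of 2000 draws with feeding states permuted within zones gave medians as far from 0. A general approach and chance therefore cannot be told apart with 3 libraries per group, although the direction is consistent with the marker lists.

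Averaged over the states, the median log2 difference of each of the 4 lists of other liver cells was higher in periportal libraries, and the smallest was 1.02. The medians of single states lay on both sides of these averages. In fed mice and at 8 h they were 2.45 and 2.99 for the endothelial list. They were 2.17 and 2.21 for the Kupffer cell and leukocyte list, and 1.18 and 2.38 for the stellate cell and fibroblast list. The cholangiocyte median was 0.75 in fed mice, 0.98 at 8 h and 1.21 at 24 h. At 24 h the medians of the endothelial, Kupffer cell and leukocyte, and stellate cell and fibroblast lists were 1.12, 1.61 and 0.71, with 0 genes of these 3 lists called by edgeR, DESeq2 or limma-voom and 0 at an unadjusted p under 0.05 by edgeR. This is consistent with more cells other than hepatocytes in the periportal preparations as a candidate explanation, although limma-voom called 0 of 10 Kupffer cell and leukocyte genes and 0 of 5 stellate cell and fibroblast genes (8 and 0 by edgeR, 9 and 3 by DESeq2, and 10 and 5 at an unadjusted p under 0.05 by edgeR). Of the genes in these lists, 9 of 10 endothelial, 10 of 12 Kupffer cell and leukocyte, 5 of 10 stellate cell and fibroblast and 3 of 8 cholangiocyte genes were tested, and none was in another list. Stab2 went the other way, with means of 3.22 CPM in pericentral and 2.52 CPM in periportal libraries. Levels were low. The highest library had 25.1 CPM of Spp1, 20.2 CPM of Krt7, 17.4 CPM of Sox9, 13.2 CPM of Ptprb, 6.90 CPM of Clec4f and 7.27 CPM of Ecm1. Whether hepatocytes make some of these transcripts themselves was not tested, and Spp1, Krt7 and Sox9 stood at means of 7.98, 13.6 and 5.75 CPM in the pericentral libraries. The level of these transcripts also varied within groups. The endothelial list had a mean log2 CPM of 2.42 in periportal 8 h replicate 3 and of -0.95 in replicate 1. A zone difference of low-abundance genes of these cells may be due to such cells.

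The clock hour of killing was weighed for both fasting times. Fed and 24 h mice were killed at the same clock hour, and the gluconeogenesis and fatty acid oxidation lists were still called at 24 h in both zones, with a smallest median of 0.36, which argues against the hour of killing itself as the cause at 24 h. A shift of the clock with fasting stays open there, since edgeR called 4 of 16 clock genes in pericentral and 5 in periportal hepatocytes at 24 h (7 and 7 at an unadjusted p under 0.05, and 5 and 6 called by DESeq2). At 8 h the hour differed from that of the fed group. Of 16 clock genes 13 changed in pericentral and 14 in periportal hepatocytes adjusted over the list alone, so the effects of fasting and of the hour on the genes called at 8 h cannot be told apart. Dbp, named among the falls at 8 h, is a clock gene, and Npas2 rose by 5.09 in pericentral and by 6.83 in periportal hepatocytes at that time.

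Other splits of the samples were counted for the numbers of genes called. For each of the 9 contrasts of 3 libraries against 3, only the real split of 10 gave as many genes, and the next largest gave at most 20, but 10 splits can never give a share under 0.1. For the zone contrast averaged over the states 1 of 100 draws, the real one, gave as many as 2532 genes, and the next largest gave 713. That share of 0.01 is the smallest that 100 draws can give, and it argues against chance there. The permuted draws carry the zone effect into the spread, which lowers their counts. For the zone differences from fed to 8 h and from 8 h to 24 h, with 0 calls by edgeR (680 and 746 genes at an unadjusted p under 0.05, 6 and 3 calls by DESeq2, 0 and 0 by limma-voom), 100 of 100 draws gave as many, which a count of 0 fixes in advance, so these draws say nothing about chance. The simulated zone difference from fed to 24 h recovered 68 of 200 genes changed by 1, so changes of that size were often below what these libraries can show.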
